A study of Homo sapiens with 20 samples. Its data were reported in "Specific GPCRs elicit unique extracellular vesicle miRNA array signatures" (2026).

How the data were processed

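Extracellular vesicles (EVs) are membrane particles that cells release and that carry microRNAs (miRNAs), short RNAs that regulate other transcripts. EVs were collected from the medium of U2OS cells, a human osteosarcoma cell line, and their RNA was measured by real-time quantitative PCR on TaqMan miRNA array cards after reverse transcription and pre-amplification. Per the labels, 6 samples came from cells treated for 24 hours with 10 µM CCPA, an agonist of the adenosine A1 receptor (ADORA1). Another 6 samples came from cells kept for 24 hours in the vehicle, 0.01% DMSO (vehicle control), and 8 samples were plain culture medium without cells (media control). Groups and replicate numbers were taken from the sample labels.

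The authors deposited the raw quantification cycle (Cq) of 414 assays in all 20 samples. Cq is the PCR cycle at which an assay's fluorescence crosses its threshold, so a lower Cq means more template and 1 cycle is about a doubling. Per the study's methods, amplifications with a Cq above 34 or with poor quality scores were to be treated as missing. The deposited Cq table still held 61 values above Cq 34 in the CCPA and vehicle control samples and 53 in the media controls. These were set to missing here before any test.

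The authors also deposited normalised values (ΔCq) for the CCPA and vehicle control samples, in which the mean Cq of 39 normaliser miRNAs of the same sample had been subtracted. Recomputing that subtraction from the raw Cq gave the same values. The authors' normaliser means included 2 values above Cq 34, and they were used as deposited. Of the 39 normaliser miRNAs, 26 were detected in no media control and 37 in fewer than 3 of the 8. The authors' deposited table of statistics lists log2 fold changes for 105 assays by 4 estimators. The p-values that the authors deposited beside each estimator are unadjusted. None of them was used to test a miRNA here, and the number of matched p-values under 0.2 was set against chance. Another 12 columns of the normalised table, which restate the authors' within-pair differences as ratios or log2 values, were not used.

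Normalised levels are given here as minus ΔCq, on a log2 scale on which higher means more miRNA. A miRNA counted as detected in a sample at a Cq of 34 or lower. The 3 small RNA control assays of the cards (U6, RNU44 and RNU48) were kept out of all tests across miRNAs, which left 411 miRNA assays, 5 of them detected in no sample. The array gives no count of molecules, so the number of samples limits the precision. Assay names are printed as the files give them, without their numeric suffix, and a # in a name marks the other strand of a precursor. By name, 376 of the 411 miRNA assays matched a miRNA gene in the RefSeq gene table of GRCh38.p14, which was used for names and for overlapping genes. The files name no genome build, so no coordinates are given.

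CCPA was compared with vehicle control over miRNAs detected in at least 80% of either group. A miRNA was left out when at least 50% of the media controls detected it at a mean Cq within 3.3 cycles of vehicle control or earlier. At least 3 complete pairs were required. The study's methods use matched pairs without stating how they were formed. Samples with the same replicate number were paired here, as the authors' deposited within-pair differences are numbered. The effect was the mean within-pair difference, and the test was the Skillings-Mack statistic, which for 2 treatments per pair is the sign test. Its two-sided p-value was taken from the exact distribution instead of the chi-square approximation. The selection of the study was applied as p under 0.2 with at least a 1.5-fold change. The same miRNAs were tested with limma 3.58.1 in R 4.3.3, with the replicate number as a block and Benjamini-Hochberg adjustment.

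Vehicle control was compared with media control on raw Cq, without a block, with limma over miRNAs detected in at least 3 samples of each group. Detection rates were compared by two-sided Fisher's exact test with Benjamini-Hochberg adjustment over miRNAs detected in at least 1 of these samples. Single values per sample were compared by exact two-sided sign-flip tests within pairs or by exact two-sided permutation tests between groups. These formed a family of 12 tests, for which adjusted p-values are given. miRNAs called media-level here were those detected in at least 80% of the media controls with a mean Cq within 3.3 cycles of vehicle control. At a difference near 3.3 cycles most of a miRNA can still come from the cells, so the set is not limited to miRNAs supplied by the medium.

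The miRNAs named in the CCPA comparison are the 5 singled out by the study on these same samples, those past the selection (at most 10), and the 5 with the smallest limma p-value. Those named in the comparison with medium are the 5 with the largest difference in each direction among those past an adjusted p of 0.05, and a list of 7 blood-abundant miRNAs. Groups, tests, naming rules and most alternatives were fixed before the data were examined. The alternatives changed the pairing, the normaliser, the detection limit, the filters, the handling of undetected values, the test and the samples. Dropping the detection limit, testing the assays of the authors' deposited table, and a wider media filter were added after the data had been seen.

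The limma fit and the selection were tested on simulated data with the real means, spreads and missing values. In 10 simulations with 30 of the 147 miRNAs changed by 1.5 on the log2 scale, limma called 75% of the changed miRNAs at an adjusted p under 0.05, with 0.5 false calls per simulation. The selection recovered 77% of them, with 2.6 false selections per simulation. In 10 simulations with no changed miRNA, limma made 0.2 calls and the selection picked 3.3 miRNAs per simulation. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used for the other steps.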

Results

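EV miRNAs were profiled in 6 CCPA, 6 vehicle control and 8 media control samples. The number of miRNAs detected was 245 ± 26.0 (SD, n = 6) after CCPA, 244 ± 24.5 (SD, n = 6) in vehicle control and 113 ± 32.2 (SD, n = 8) in media control, of 411 miRNA assays. Per sample it ranged from 216 to 284 after CCPA and from 207 to 271 in vehicle control. In media control it ranged from 11.9% to 38.7% of the assays. In all samples of their group, 146 miRNAs were detected after CCPA, 133 in vehicle control and 24 in media control.

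**Figure D1:**
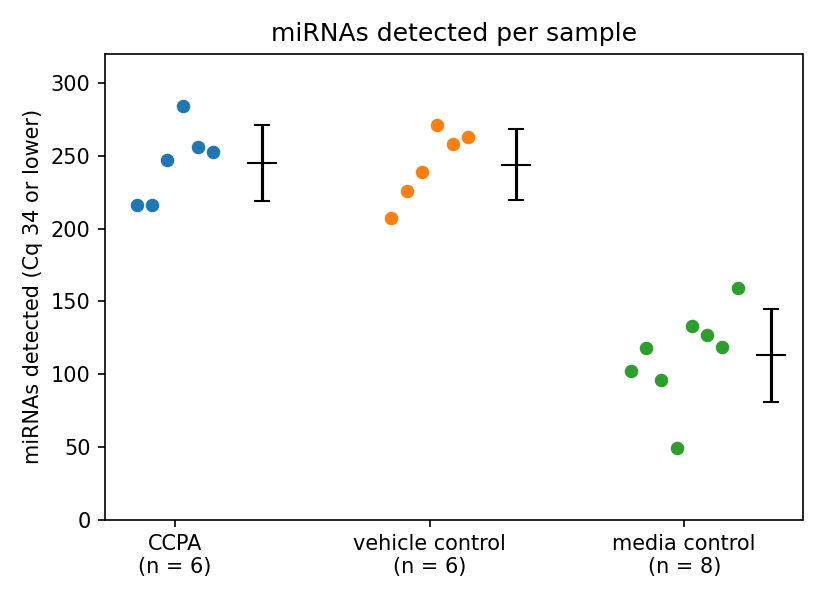
Number of miRNAs detected at Cq 34 or lower (vertical axis) in each CCPA, vehicle control and media control sample (points, in order of replicate number), with the group mean and SD (black bars). The CCPA and vehicle control samples lay between 207 and 284 miRNAs, all above the media controls.

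The small RNA control assays described the background of the medium. U6 small nuclear RNA had a Cq of 17.9 ± 1.69 (SD, n = 6) after CCPA and 17.4 ± 0.918 (SD, n = 6) in vehicle control. In media control it was detected in 7 of 8 samples, at a Cq of 30.1 ± 1.66 (SD, n = 7). The small nucleolar RNA RNU44 was detected in all CCPA and vehicle control samples and in no media control, and RNU48 was detected in 1 media control, at a Cq of 30.4.

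The comparison of vehicle control with media control asked which miRNAs came from the cells and which the medium already held. Vehicle control had 131 more detected miRNAs per sample than media control, and the groups did not overlap (two-sided exact permutation test, p = 0.000333, adjusted p = 0.002, the smallest p the design allows). At a detection limit of Cq 32 the difference was 132 miRNAs. Of 373 miRNAs detected in at least 1 of these samples, 81 differed in detection rate by Fisher's exact test at an adjusted p under 0.05, and all 81 were detected more often in vehicle control. Among all 373, 32 were detected in every vehicle control and in no media control. In the opposite direction, 19 were detected in at least 1 media control and in no vehicle control, and none of these was found in 50% or more of the media controls.

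Of 127 miRNAs with enough values in both groups, 82 differed in raw Cq at a limma adjusted p under 0.05. Of these, 81 were higher in vehicle control and 1 was higher in media control, and 48 were higher in vehicle control by more than 3.3 cycles. Subtracting each sample's mean over the 22 miRNAs detected in every vehicle control and media control shifted the differences by a median of 2.16 cycles, from 1.51 to 3.56 depending on the samples that detected the miRNA, and gave 76 miRNAs, 46 higher in vehicle control and 30 higher in media control relative to that mean. Of the 22 subtracted miRNAs, 12 were themselves higher in vehicle control at a limma adjusted p under 0.05 on raw Cq and 1 was lower, and their mean difference was 2.72 cycles. The subtraction therefore lowers all differences. The share of differing miRNAs that was higher in vehicle control was thus 98.8% on raw Cq and 60.5% after the subtraction. The count moved most, to 11 of 22 miRNAs tested, when detection in every sample was required.

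The largest difference was that of hsa-miR-222, with a Cq of 17.8 ± 0.731 (SD, n = 6) in vehicle control and 27.5 ± 1.97 (SD, n = 7) in media control, a log2 difference of 9.67 ± 0.80 (SE, limma adjusted p = 1.13e-09). It was followed by hsa-miR-146b at 9.34 ± 0.87 (SE, limma adjusted p = 1.51e-08), hsa-miR-320 at 7.61 ± 0.82 (SE, limma adjusted p = 7.57e-08), hsa-miR-1274A at 7.56 ± 0.67 (SE, limma adjusted p = 1.62e-09) and mmu-miR-140 at 6.91 ± 0.77 (SE, limma adjusted p = 8.97e-08). All 5 stayed higher in vehicle control in every alternative in which they were tested, with log2 differences from 4.85 to 7.51 after the subtraction. The one miRNA higher in media control was hsa-miR-520D-3P, with a log2 difference of -3.58 ± 1.43 (SE, limma adjusted p = 0.0308). Its Cq varied widely, with 25.1 ± 4.03 (SD, n = 8) in media control and 28.7 ± 2.77 (SD, n = 6) in vehicle control. Its adjusted p exceeded 0.05 in 7 of its alternatives, over which it ranged from 0.000114 to 0.10. These were the requirement of detection in every sample, undetected values set to Cq 34, and the fits without vehicle control replicate 1 or 4 or without media control replicate 2, 3 or 8. The highest was that without vehicle control replicate 1.

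The 7 blood-abundant miRNAs fixed beforehand were all present in both groups and had a median log2 difference of 1.48, against 2.79 over the 120 other miRNAs tested. Of the 7, 2 had a limma adjusted p under 0.05 over all miRNAs tested, and 1 had one when adjusted over the list alone. Those 2 were hsa-miR-16, with a log2 difference of 4.13 ± 1.08 (SE, limma adjusted p = 0.00278), and hsa-miR-150, at 2.06 ± 0.78 (SE, limma adjusted p = 0.0246). For hsa-miR-223 the log2 difference was 1.48 ± 0.80 (SE), for mmu-miR-451 0.93 ± 0.77 (SE), for hsa-miR-142-3p 0.58 ± 1.05 (SE), for hsa-miR-486 -0.03 ± 0.90 (SE) and for hsa-miR-126 2.51 ± 1.13 (SE), none with a limma adjusted p under 0.05 on raw Cq. For hsa-miR-150 the adjusted p exceeded 0.05 without vehicle control replicate 2, 4 or 6 or media control replicate 1 or 3, and for hsa-miR-16 it did with undetected values set to Cq 34. For hsa-miR-126 it fell under 0.05 without vehicle control replicate 1 or media control replicate 6, 7 or 8, and for hsa-miR-223 it did without vehicle control replicate 1. With a replicate block over numbers 1 to 6 the limma adjusted p was 0.000279 for hsa-miR-126 and 0.0347 for hsa-miR-223. After the subtraction of the sample mean the list's median was -1.23 and that of the other miRNAs 0.64. It gave a limma adjusted p under 0.05 for 5 of the 7. mmu-miR-451 at -1.60 (limma adjusted p = 0.0125), hsa-miR-486 at -2.08 (limma adjusted p = 0.0095), hsa-miR-223 at -1.23 (limma adjusted p = 0.0154) and hsa-miR-142-3p at -2.14 (limma adjusted p = 0.00452) were then lower in vehicle control relative to the subtracted mean, and hsa-miR-16 at 2.27 (limma adjusted p = 0.0142) was higher.

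The comparison of CCPA with vehicle control asked which EV miRNAs changed after stimulation of ADORA1. The number of detected miRNAs differed within pairs by 1.33 ± 10.1 (SD, n = 6 pairs), less than the spread between pairs (two-sided exact sign-flip test, p = 0.812, adjusted p = 0.969). The mean Cq of the normaliser miRNAs was 27.0 ± 1.06 (SD, n = 6) after CCPA and 26.4 ± 0.96 (SD, n = 6) in vehicle control. The mean within-pair difference of 0.549 cycles did not differ from 0 (exact sign-flip test, p = 0.438, adjusted p = 0.75). It came mostly from pair 2, in which CCPA was 3.14 cycles later, and it was 0.0311 cycles without that pair. The 31 media-level miRNAs, some of which can come mostly from the cells, had a median log2 change of 0.06 after normalisation, with per-pair medians from -0.25 to 0.32, above 0 in 4 of 6 pairs (exact sign-flip test on the pair medians, p = 0.312). That median was -0.025 with the mean of all miRNAs detected in every sample as normaliser.

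Of 147 miRNAs tested, 10 changed in the same direction in all their pairs with an exact p under 0.2, 9 higher and 1 lower after CCPA. Of these, 4 changed at least 1.5-fold and passed the selection, all 4 higher. The exact p can be no lower than 0.0312 with 6 pairs, 0.0625 with 5, 0.125 with 4 and 0.25 with 3, so a miRNA with 3 pairs could not pass, and the smallest adjusted over the 147 miRNAs was 0.919. The count moved most between 13, with the chi-square p-value, and 0, on raw Cq. The median log2 change over the 147 miRNAs was 0.11 with the authors' normaliser, 0.01 with the mean of all miRNAs detected in every sample as normaliser, 0.16 with their median and -0.40 on raw Cq. The share of miRNAs higher after CCPA was 59.9%, 51.7%, 66.7% and 25.2% in the same order.

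With limma, 0 of the 147 miRNAs had an adjusted p under 0.05. Without adjustment 6 had a p under 0.05, 5 higher and 1 lower after CCPA, and the smallest adjusted p was 0.621. The adjusted count was 0 in each of the 18 alternatives, with between 0 and 10 miRNAs at an unadjusted p under 0.05.

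Among the miRNAs past the selection, hsa-miR-1227 had the largest change, a log2 change of 1.5 ± 1.09 (SD, n = 5 pairs), and was higher after CCPA in 5 of 5 pairs (exact p = 0.0625). hsa-miR-454# changed by 1.19 ± 1.12 (SD, n = 6 pairs) and was higher in 6 of 6 pairs (exact p = 0.0312), from 0.10 in pair 3 to 3.11 in pair 2. hsa-miR-151-5P changed by 0.74 ± 1.01 (SD, n = 6 pairs) and was higher in 6 of 6 pairs (exact p = 0.0312), but by 0.34 without pair 2, under the 1.5-fold limit. hsa-miR-31 had the narrowest spread of the 4, with a log2 change of 0.60 ± 0.31 (SD, n = 6 pairs), higher in 6 of 6 pairs (exact p = 0.0312). Its change lay close to the 1.5-fold limit, and the authors' deposited table gives 0.58. Here it was 0.57 without pair 2, 0.53 without pair 3, 0.54 without pair 6 and 0.51 with the mean of all miRNAs detected in every sample as normaliser. The mean change of all 4 stayed positive with each normaliser and on raw Cq, where hsa-miR-31 changed by 0.05. On raw Cq the direction was no longer the same in all pairs, and none of the 4 passed. There hsa-miR-1227 was higher in 3 of 5 pairs, hsa-miR-151-5P in 3 of 6, hsa-miR-31 in 4 of 6 and hsa-miR-454# in 5 of 6. With the mean or the median of all miRNAs detected in every sample as normaliser, hsa-miR-454# and hsa-miR-151-5P were higher in 5 of 6 pairs and no longer passed. In the RefSeq gene table of GRCh38.p14 the precursor gene MIR1227 lies within PLEKHJ1, MIR454 within SKA2, MIR151A within PTK2 and MIR31 within MIR31HG.

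The other miRNAs singled out by the study did not pass the selection. hsa-miR-550 had 3 complete pairs, with 1 vehicle control value above Cq 34 left out, and changed by 0.87 ± 0.72 (SD, n = 3 pairs, higher in 3 of 3, exact p = 0.25), so the exact test could not select it. The change of hsa-miR-550 was 1.72 over 4 pairs without a detection limit (exact p = 0.125), where it passed. With undetected values set to Cq 34 it was 0.0099 and did not pass. hsa-miR-550 also passed with the chi-square p-value (0.0833) and without the replicate block (a change of 0.88). In 13 of its 16 alternatives it did not pass. hsa-miR-135a was lower after CCPA in all its 5 pairs, with a log2 change of -0.57 ± 0.72 (SD, n = 5 pairs, exact p = 0.0625), short of the 1.5-fold limit. Its change was -0.28 without pair 1 and at a detection limit of Cq 32, and it passed without pair 3, 5 or 6, at -0.70, -0.66 and -0.70. It also passed without the replicate block (-0.70) and with the mean of all miRNAs detected in every sample as normaliser (-0.69). The same held with undetected values set to Cq 34 (-0.76) and without a detection limit (-0.77). In 13 of its 20 alternatives it did not pass. Of the study's 5 miRNAs, 0 had a limma adjusted p under 0.05 over all miRNAs and 3 had one when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. The 5 smallest limma p-values belonged to hsa-miR-15b#, hsa-miR-1227, hsa-miR-31, hsa-miR-454# and hsa-miR-95, each with a limma adjusted p of 0.621. hsa-miR-15b# changed by 1.25 ± 0.07 (SD, n = 3 pairs, higher in 3 of 3, exact p = 0.25, the smallest that 3 pairs allow). With undetected values set to Cq 34 it changed by 2.57, was higher in 6 of 6 pairs (exact p = 0.0312) and passed the selection. However, vehicle control had no detected value in pairs 2, 3 and 4, and CCPA had none in 1 of them. In that pair the filled values differ only by the normaliser Cq, which was later after CCPA in pairs 2, 3 and 4. That pair could therefore only count as higher, and the exact p does not rest on 6 measured pairs. hsa-miR-95 changed by 0.75 ± 0.63 (SD, n = 6 pairs, exact p = 0.219) and was higher in 5 of 6 pairs. Without pair 4 hsa-miR-95 passed the selection, at 0.96.

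**Figure D2:**
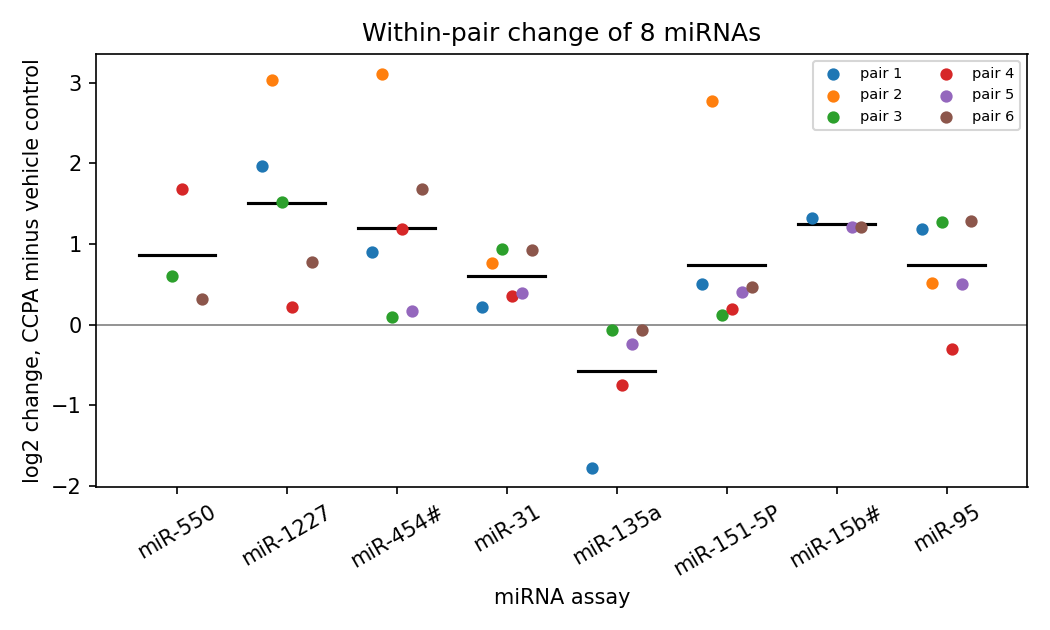
Within-pair log2 change of normalised level, CCPA minus vehicle control (vertical axis), for the 8 named miRNAs (horizontal axis), with 1 point per complete pair coloured by pair and the mean as a black line. Pair 2 gave the highest change of hsa-miR-1227, hsa-miR-454# and hsa-miR-151-5P, and the points of hsa-miR-31 lay between 0.22 and 0.94.

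Of the named miRNAs, hsa-miR-31 had the highest normalised level, with 2.52 ± 0.28 (SD, n = 6) after CCPA and 1.92 ± 0.14 (SD, n = 6) in vehicle control. These values are on the log2 scale relative to the normaliser mean. The array gives no count of molecules, so levels of different assays do not rank the miRNAs by abundance. hsa-miR-1227 had -1.67 ± 0.36 (SD, n = 6) and -3.09 ± 1.01 (SD, n = 5), and hsa-miR-454# had -3.21 ± 1.32 (SD, n = 6) and -4.41 ± 1.05 (SD, n = 6). In media control hsa-miR-31 and hsa-miR-151-5P were each detected in 2 of 8 samples, and the 6 other named miRNAs in none. Among the control assays, normalised RNU44 was higher after CCPA by 0.68 ± 0.69 (SD, n = 6 pairs) on the log2 scale, in 5 of 6 pairs (exact sign-flip test, p = 0.0625, adjusted p = 0.15). RNU48 was higher by 0.40 ± 0.45 (SD, n = 6 pairs), in 5 of 6 pairs (exact sign-flip test, p = 0.125, adjusted p = 0.25). U6 changed by -0.02 ± 0.75 (SD, n = 6 pairs) and was higher in 4 of 6 pairs (exact sign-flip test, p = 0.969, adjusted p = 0.969).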

Values the study reported

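The study reported 105 miRNAs that entered statistical analysis for ADORA1. It counted 29 of them as differentially expressed against vehicle control, 10 with an absolute fold change above 1.5, and 5 of those 10 with a p-value under 0.05. The log2 fold changes it listed were 1.70 for miR-550a-5p, 1.49 for miR-1227-3p, 1.17 for miR-454-5p and 0.58 for miR-31-5p, while miR-135a-5p fell by 0.79 on the same scale.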

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

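The tests in this part were chosen once the outlying values were known, and the test of hsa-miR-146b was chosen after its result had been seen. In 59 sets of 4 to 10 samples or pairs, 6 values were flagged, where chance alone gives about 2.95. A value was flagged when its gap to the nearest value exceeded a limit set as a share of the range.

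In CCPA replicate 2, U6 had a Cq of 21.1, while the other CCPA samples lay between 16.5 and 18.1. The normaliser Cq of the same sample was 28.7, the latest of the CCPA samples. With the normaliser Cq subtracted, the gap to the nearest sample fell from 0.656 to 0.279 of the range, which is not unusual for 6 samples. The late U6 value is therefore consistent with late amplification of the whole sample. No biological explanation was tested.

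The change of hsa-miR-151-5P was 2.77 on the log2 scale in pair 2 and between 0.12 and 0.50 in the other 5 pairs. Pair 2 also had the widest spread over the tested miRNAs, with an SD of 1.3 against 0.728 to 1.01 in the other pairs. The outlying value may therefore belong to a pair that is noisier as a whole. The normaliser Cq of pair 2 was 3.14 cycles later after CCPA, so normalisation added that much to each raw log2 change. The change of 2.77 is smaller than this shift, so the raw Cq of hsa-miR-151-5P was not earlier after CCPA in pair 2. The pair 2 changes of hsa-miR-1227 (3.03), hsa-miR-454# (3.11) and hsa-miR-31 (0.77) were also below the shift. An effect of CCPA in that pair alone stays open and was not tested.

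The gap of hsa-miR-146b to the nearest vehicle control was 0.6252 of the range, only just past the limit of 0.625 for 6 samples. In vehicle control replicate 2, hsa-miR-146b had a Cq of 20.2, earlier than in the other vehicle controls. Its normaliser Cq of 25.6 was early, but 2 other vehicle controls, replicates 4 and 6, had a normaliser Cq within 0.2 cycles of it, and the Cq of hsa-miR-146b in replicate 2 was earlier than their mean, with a difference of -1.99 cycles. An early Cq of the whole sample, as the normaliser measures it, therefore leaves this difference unaccounted for. Subtracting the normaliser Cq decides nothing here, because it makes replicate 1, with the latest normaliser Cq, the earliest of the group, at -5.60 against -5.44 in replicate 2. A single sample against 2 is too few to exclude that explanation.

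In media control replicate 4, hsa-miR-126 had a Cq of 32.5. The same sample had the fewest detected miRNAs, 49, and the latest mean Cq, 30.5, over the 22 miRNAs found in every vehicle and media control. With that mean subtracted the gap to the nearest sample was 0.378 of the range, which is not unusual for 8 samples, so a late Cq of the whole sample is a candidate explanation. No biological explanation was tested for this value or for that of hsa-miR-146b.

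In vehicle control replicate 1, hsa-miR-142-3p had a Cq of 31.7 and hsa-miR-126 a Cq of 26.7, both later than in the other vehicle controls. The normaliser Cq of this sample was the latest of its group, 28.0. Subtracting it left both values apart from the rest, with gaps of 0.709 and 0.836 of the range. A late Cq of the whole sample therefore does not account for them. Both miRNAs were on the blood-abundant list, so less input from the serum in this sample stays open as an explanation and was not tested, and neither was a biological one.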

How the results depend on the processing

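The 4 miRNAs past the selection in the CCPA comparison were the count most affected by the processing. With the chi-square p-value 13 passed, 10 higher and 3 lower, and with the exact sign-flip test 12 passed, 8 higher and 4 lower. All 4 reported miRNAs were among both sets. The chi-square approximation gives 0.102 where 5 of 6 pairs go one way and the exact distribution gives 0.219, so the first of these differences follows from how the test is built. For the sign-flip test the cause was not tested. Without the media filter 8 of 206 miRNAs passed, and 8 of 153 passed with undetected values set to Cq 34. Both kept the 4 reported miRNAs, and the first difference follows from the larger number tested, while for the second the cause was not tested. The mean and the median of all miRNAs detected in every sample as normaliser each left 2, of which 1 and 2 were among the reported ones. With the mean, 1 of the 2 was higher and 1 lower. The cause was not tested. On raw Cq 0 passed, which follows from leaving the differences in overall signal between samples uncorrected. The other 7 alternatives gave between 3 and 6, among them no detection limit, the assays of the authors' deposited table and the wider media filter, which were chosen after seeing the data. Between 2 and 10 miRNAs passed across the 6 analyses that each left out one replicate pair, with 2 without pair 2, 9 without pair 4 and 10 without pair 6. An exact p under 0.2 requires all pairs to go the same way, so leaving out a single discordant pair lets a miRNA pass. All miRNAs newly past without pair 4 had it as their only discordant pair. The same held for pair 6, except for hsa-miR-135a, which passed by the size of its change. Without pair 2, hsa-miR-151-5P (0.34) and hsa-miR-31 (0.57) fell under the 1.5-fold limit. hsa-miR-1227 was past the selection in each of these 6 analyses, and so was hsa-miR-454#.

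Without the replicate block 13 miRNAs passed, 8 higher and 5 lower, and the 4 reported ones were among them. The cause was not tested. The pairing by number was checked over the 111 miRNAs detected in all 12 samples. The deviations of same-numbered samples from their group means correlated at 0.561, -0.216, 0.565, 0.557, 0.306 and 0.633 in pairs 1 to 6, across miRNAs, which are not independent replicates. The median over the 30 combinations with other numbers was -0.113, but single ones were as high as within pairs, with 0.576 for CCPA 2 and vehicle control 1, 0.53 for CCPA 5 and vehicle control 6 and 0.478 for CCPA 6 and vehicle control 5. The median over the same-numbered pairs was 0.559, but pair 2 did not deviate together. The CCPA comparison paired and blocked the samples by number, while a shared origin of the paired samples was not established. For vehicle against media, the fit with a replicate block over numbers 1 to 6 gave 71 of 114 miRNAs, with an adjusted p of 0.000279 for hsa-miR-126 at 3.31 and of 0.0347 for hsa-miR-223 at 1.93.

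No miRNA had a limma adjusted p under 0.05 in any of the 18 alternatives for CCPA, where the smallest adjusted p ranged from 0.32 to 0.892. Over the 8 named miRNAs, the 153 values under the alternatives kept their direction, with 14 no longer past the selection and 17 newly past it. hsa-miR-550 ranged from 0.0099, with undetected values set to Cq 34 and 4 of 6 pairs higher, to 1.72, without a detection limit and over 4 pairs. On raw Cq it changed by 0.43.

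The 82 miRNAs that differed between vehicle and media control in raw Cq became 11 of 22 when detection in every sample was required, because fewer miRNAs were tested. Across the 14 fits that each left out one sample the count ranged from 68 to 82. The count of differing detection rates ranged from 70 to 80 in the same way and was 82 at a limit of Cq 32. After subtraction of the sample mean, mmu-miR-451 changed to -1.60, hsa-miR-223 to -1.23, hsa-miR-142-3p to -2.14, hsa-miR-126 to -0.20 and hsa-miR-150 to -0.10, because the subtracted mean was itself higher in vehicle control. hsa-miR-142-3p ranged from -0.19, without media control replicate 4, to 1.42 with one sample left out. hsa-miR-486, close to 0, ranged from -0.24 to 0.16 in the same way, with 0.12 and 0.16 without media control replicates 6 and 8. Over the 13 named miRNAs, 21 other values changed, 13 weaker and 8 stronger.

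The number of miRNAs detected after CCPA minus vehicle ranged from -1 to 3.6 across the 6 analyses that left out one pair, with -0.2 without pair 1 and -1 without pair 4. The cause was not tested, and with 5 pairs the exact test cannot give a p under 0.0625. It was 0.167 at a limit of Cq 32. The median change of the media-level miRNAs was -0.025 with the mean of all miRNAs detected in every sample as normaliser and -0.46 on raw Cq, which follows from the shift between the scalings. It ranged from 0.04 to 0.19 with one pair left out. The normaliser difference ranged from 0.0311 to 0.808 cycles with one pair left out, the lowest without pair 2. The difference in detected miRNAs between vehicle and media control stayed between 122 and 139 with one sample left out. The detection limit of Cq 34 restricts all of these results to miRNAs abundant enough to be seen.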

Other observations

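In this part, the tests on the counts of limma calls, on the authors' deposited table, on the late normaliser Cq of CCPA replicate 2 and on a different batch or crossed number were chosen after the results were seen.

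Swapping CCPA and vehicle control within pairs gives 32 distinct splits, the real one included. Over the same 147 miRNAs, 15 of the 32 gave at least 4 miRNAs past the selection, with a median of 3 and up to 10. All 32 gave 0 miRNAs at a limma adjusted p under 0.05, as the real one did, and 21 of the 32 gave at least 6 at an unadjusted p under 0.05. Without pairs, all 100 of 100 splits drawn from 462 gave at least the 0 calls of the real split, which a count of 0 makes certain. For vehicle against media, 1 of 100 splits drawn from 3003, the real one, gave 82 miRNAs, and the next highest gave 29. For the detection rate, 1 of 100, again the real one, gave 81. The counts for CCPA against vehicle control are thus no larger than relabelling gives, and those for vehicle against media are larger.

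The number of miRNAs at an exact p under 0.2 was 10 here. That is lower than the value quoted from the study above. The number past the selection here was 4. That is lower than the value quoted. The number that were also under an exact p of 0.05 was 3. That is lower than the value quoted. The log2 change of hsa-miR-550 was 0.87. That is lower than the value quoted. These counts depend on the test and on the miRNAs tested, 147 here and 105 in the study. With the chi-square approximation in place of the exact distribution, 44 of the 147 miRNAs had a p under 0.2, 13 of them changed at least 1.5-fold, and 4 of these had a p under 0.05. The counts of 44 and 13 are higher than the values quoted, and that of 4 is lower.

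In the authors' deposited table, 31 of the 105 assays, RNU44 and RNU48 included, had a matched p-value under 0.2. With the number of complete pairs each assay has, a sign test with the chi-square approximation would give 25.8 by chance alone. Recomputed from the deposited values, 30 assays were under 0.2, and 9 of the 32 splits by swapping within pairs gave as many. The count is consistent with chance, although effects on single miRNAs are not excluded.

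The sample numbers in the authors' deposited table matched the Cq table for 105 of 105 assays when values above Cq 34 were kept, and for 102 when they were left out. Recomputed with all values kept, the log2 changes lay above those of the authors' deposited table by 0.0015 to 0.0355, with a median of 0.0185, and the p-values were the same for 93 of the 105 assays. The reason was not found. For hsa-miR-31, close to the 1.5-fold limit, the change was 0.60 here and 0.58, as rounded, in the authors' deposited table. The study counted it as past that limit, so the offset did not change its selection. Keeping the values above Cq 34 changed hsa-miR-550 from 0.87 over 3 pairs to 1.72 over 4 pairs. hsa-miR-135a changed from -0.57 over 5 pairs to -0.77 over 6 pairs. In each case a single value was involved, at a Cq of 34.4 and 34.1. hsa-miR-1227, hsa-miR-454# and hsa-miR-31 had no value above Cq 34. Of the 147 miRNAs tested, 50 were not in the authors' deposited table. One of them was hsa-miR-151-5P, which the wider media filter leaves out, because its mean Cq in the 2 media controls that detected it was 31.2, against 28.0 in vehicle control.

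The normaliser Cq of CCPA replicate 2 was 3.14 cycles later than that of its paired vehicle control. If the input was not adjusted, fewer vesicles from the cells would leave miRNAs supplied by the medium in place. A loss acting on the whole sample would shift them as much as the normaliser. Per the study's methods, the RNA that was reverse-transcribed held a set range of miRNA mass. With such an input, fewer vesicles from the cells could instead raise the miRNAs supplied by the medium. The 7 miRNAs within 1 cycle between vehicle and media control that had values in this pair changed by a median of -1.96 on raw log2 scale, between both predictions, and ranged from -8.08 to 0.77. These 7 were taken in place of the 31 media-level miRNAs after the latter had been seen to change by a median of -3.39, because miRNAs up to 3.3 cycles apart can come mostly from the cells. The limits between the predictions were also set after the values were seen. The control assays changed by -4.56 (U6), -1.29 (RNU44) and -2.23 (RNU48). Both explanations therefore stay open, because few miRNAs could be used, they were widely spread, and the predictions do not allow for a set input.

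The deviations of CCPA replicate 2 correlated with those of vehicle control replicate 1 at 0.576 and with those of its own pair at -0.216, across 111 miRNAs. If its late Cq were the cause, removing each miRNA's slope on the normaliser Cq, fitted without pair 2, would bring the pair together. The correlation remained at -0.232, but this cannot decide the question. The normaliser Cq of CCPA replicate 2, at 28.7, was later than that of every sample the slopes were fitted on. The latest of those was vehicle control replicate 1, at 28.0, the sample that CCPA replicate 2 resembled. A late Cq therefore stays open as an explanation. The same step also lowered pairs 1 and 5, to 0.0116 and -0.0821, so it removes more than the late Cq of one sample. A different batch or a crossed number may be involved. Other samples with different numbers also deviated together, such as CCPA replicate 5 with vehicle control replicate 6 at 0.53, above its own pair at 0.306. The study treats ADORA1 as measured in batches, but the labels do not say which samples shared one. A different batch and a crossed number therefore cannot be told apart. No biological explanation was tested.

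The spread of the within-pair changes rose with the mean Cq across 136 miRNAs with at least 4 pairs (Spearman's rho = 0.544, permutation test, p = 2e-05, the smallest that 100000 resamples give). miRNAs are not independent replicates. The median SD was 0.496 among miRNAs earlier than the median Cq of 26.4 and 0.866 among the later ones. Of those changed at least 1.5-fold, 5 were in the earlier part and 13 in the later part. A candidate explanation is that few template molecules make late values noisier. Of the 4 miRNAs past the selection, 1, hsa-miR-31, was in the earlier part. A biological cause of the larger changes among late miRNAs was not tested.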
